A study of Bos taurus with 9 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

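Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on rumen tissue of Holstein cattle, collected before and after 24 h of butyrate treatment. The rumen is the first stomach chamber of cattle, and butyrate is a short-chain fatty acid that inhibits histone deacetylases, the enzymes that remove acetyl groups from histones. Antibodies against 4 targets were used: acetylated lysine 9 and acetylated lysine 27 of histone H3 (H3K9ac and H3K27ac), trimethylated lysine 9 of histone H3 (H3K9me3), and RNA polymerase II (RNA pol II). Per the labels, there was 1 library for each antibody and condition and 1 library of input chromatin, which makes 9 libraries. Each library was grouped by its labelled condition and antibody. A processed file of the input library was not analysed here.

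According to the methods of the study, reads that failed the Illumina quality filter were removed, the remaining reads were aligned with BWA at default settings to the bovine assembly UMD3.1.1, and reads aligned uniquely with fewer than 2 mismatches were kept. Peaks were then called by the authors with MACS2.1.1 at default settings against the input library. The labels give reads of 75 nt. The series text describes them as single-end and the methods of the study as paired-end, and the lists do not settle which applies. The authors deposited 1 list of peaks per library, so that the control and the butyrate list of an antibody came from separate calls that used the same input. The deposited lists hold 3 columns, the chromosome, the start and the end of each peak, and these 8 lists were analysed. The lists analysed here carry no peak score, fold enrichment, p-value or read number. Read numbers per library from other sources were not used here, so differences in depth between libraries were not corrected for. Because all 8 lists had the same smallest difference between end and start and 1 peak started at position 1, positions were taken as 1-based with both ends included, which gives a minimum peak width of 200 bp in every list. The peaks were not in order of position, and what the order stands for is not stated. Peaks of one list did not overlap each other.

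The lane of each library is part of the labels. The control libraries of H3K9ac and H3K27ac were run on lane 1 and their butyrate libraries on lane 3. The H3K9me3 libraries were run on lane 3 for control and lane 4 for butyrate, and both RNA pol II libraries on lane 3. The input was on lane 5. For H3K9ac, H3K27ac and H3K9me3 each lane held 1 condition only, so the lane and the condition cannot be told apart within these antibodies. No model with lane as a term could be fitted within any of them, and none was fitted across antibodies.

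For each antibody the number of peaks and the base pairs under peaks were compared between butyrate and control as log2 ratios. A peak was counted as found in another list when it overlapped a peak of that list by at least 1 bp. The share of peaks found was computed in both directions, as the number of overlapping peaks of a list over all peaks of that list, with a Wilson 95% confidence interval. These intervals cover counting error only. They do not cover the difference between animals, tissue samples or immunoprecipitations. As a reference for each share, the peaks of a list were placed at random 1000 times on their own chromosome with their widths kept. The length of a chromosome was taken as the last position of any peak in the 8 lists, which sums to 2.66 Gb, and gaps in the assembly and sequences to which reads cannot be aligned uniquely were not excluded. Random shares are given without the mitochondrial chromosome, which is so short that random placement often hits a peak there. Peaks were also divided by width into classes of 200 bp, above 200 to 300 bp, above 300 to 500 bp and wider than 500 bp.

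No test between conditions was run, since 1 library per group gives no spread between replicates. The control and butyrate lists, and the lists of different antibodies, share the input library, so an overlap above the random share can come partly from the input. Unchanged groups could not be simulated against this input without its reads, and no value for that contribution is given.

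Peaks were named by a rule set before the data were examined. For each antibody these were the 2 peaks present in the butyrate list only and the 2 present in the control list only with the highest score, on chromosomes 1 to 29 and X, and the peak with the highest score of each library. Width replaced the score, as planned for lists without scores. The rule also held ARC and MAD2L1, the genes shown as examples by the study, which were not analysed here. The gene table at hand is of the assembly ARS-UCD2.0. Its last gene on X ends at 139007630, whereas the last peak on X ends at 148809541 and 227 peaks lie beyond the last gene, so no position of that table was used. The share of peaks near transcription start sites and the genes gaining or losing peaks were therefore not analysed here, and peaks are given by position without a gene.

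The alternatives set before the data were examined were peaks at or above the median width of the 2 lists of an antibody in place of a stricter score, chromosomes 1 to 29 and X only, peaks within 1 kb merged, regions with peaks of all 4 antibodies in a condition left out, an overlap of at least 50% of the shorter peak, and equal numbers of the widest peaks in both conditions. A distance of at most 500 bp in place of an overlap, the first 50% of each list in the order of its file, and chromosomes 1 to 29 only were added after the data had been seen. A share was counted as moved by an alternative when it left the Wilson interval of its reported value. For a log2 ratio the interval came from the Wilson interval of the butyrate share of all peaks of the antibody, and it was moved onto the reported ratio for coverage. It covers counting error only.

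Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The overlap functions were tested on simulated data in which overlapping peaks had been planted in lists as large as the control lists of H3K27ac (37568 peaks), H3K9ac (4115 peaks), H3K9me3 (2242 peaks) and RNA pol II (863 peaks). In each, 100% of the planted overlaps were found, and the numbers of overlapping peaks differed by 0 from those of bedtools 2.31.1.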

Results

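Peak lists of 8 ChIP-seq libraries from rumen tissue were examined, 1 library for each of 4 antibodies in each of 2 conditions, control and 24 h of butyrate. There were no replicates in any group, so no difference between conditions has a replicate check, and the intervals given for shares cover counting error only. The lists give no read depth, and read numbers per library were not used here. In total the lists held 86291 peaks, 44788 in control and 41503 after butyrate, on 31 chromosomes of UMD3.1.1 (1 to 29, X and the mitochondrial chromosome, MT). Of the control lists, H3K27ac was the longest with 37568 peaks, followed by H3K9ac with 4115, H3K9me3 with 2242 and RNA pol II with 863. The same order held after butyrate.

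The first question was whether butyrate changed the number and the genome coverage of peaks. Under butyrate the number of H3K27ac peaks was 33241, a log2 ratio to control of -0.18, while the other antibodies had more peaks than in control. RNA pol II rose to 1492 peaks, a ratio of 1.73 (log2 ratio 0.79), and this was the antibody with both libraries on one lane. H3K9ac had 4340 peaks (log2 ratio 0.08) and H3K9me3 had 2430 peaks (log2 ratio 0.12). For H3K9ac, H3K27ac and H3K9me3 the conditions were on different lanes, each lane with 1 condition only, so no value within a lane can be given. The alternative that moved a ratio of peak numbers most was the restriction to chromosomes 1 to 29, chosen after the data had been seen, which gave 0.88 for RNA pol II.

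Coverage followed the numbers. H3K27ac peaks covered 13.6 Mb in control and 12.3 Mb after butyrate (log2 ratio -0.15), which is 0.512% and 0.462% of the span of the chromosomes. H3K9ac covered 1.14 Mb and 1.19 Mb (log2 ratio 0.06), and H3K9me3 0.621 Mb and 0.679 Mb (log2 ratio 0.13). RNA pol II covered 0.229 Mb and 0.385 Mb (log2 ratio 0.75), or 0.00861% and 0.0145% of the span. On chromosomes 1 to 29 only, the coverage ratio of RNA pol II was 0.85. Mean widths differed little between the conditions, with 277 bp in control and 274 bp after butyrate for H3K9ac, 362 and 369 bp for H3K27ac, 265 and 258 bp for RNA pol II, and 277 and 280 bp for H3K9me3.

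**Figure D1:**
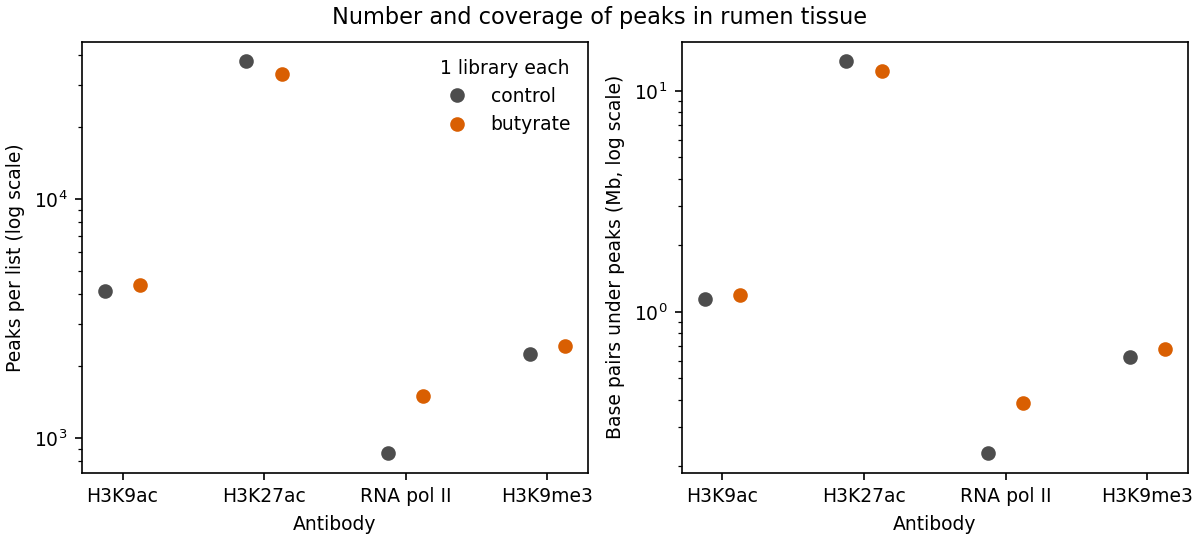
Number of peaks (left) and base pairs under peaks in Mb (right) for each antibody, on log axes, with 1 point per library (grey, control; orange, butyrate). H3K27ac lies lower after butyrate, at 33241 against 37568 peaks, and RNA pol II lies higher, at 1492 against 863 peaks.

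The changes in number were not equal over widths. The number of H3K27ac peaks at the minimum width of 200 bp fell by 34.8%, against a percent change of -11.6% for peaks above 200 to 300 bp, -6.92% above 300 to 500 bp and -7.39% for peaks wider than 500 bp. The gain of RNA pol II peaks was 106% at 200 bp, 66.7% above 200 to 300 bp, 37.1% above 300 to 500 bp and 55% for peaks wider than 500 bp, the last from 20 to 31 peaks. In the same order of classes, the percent changes for H3K9ac were 18.8%, 5.65%, -0.389% and -0.855%. For H3K9me3 they were 18.0%, 1.33%, 19.7% and -3.81%. The rises of these 2 antibodies were thus not seen in peaks wider than 500 bp. At the minimum width were 29% of control RNA pol II peaks (95% interval 26.0 to 32.1) and 34.5% of butyrate RNA pol II peaks (32.1 to 37.0). For H3K27ac these shares were 9.01% (8.73 to 9.31) in control and 6.65% (6.38 to 6.92) after butyrate.

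The second comparison asked how many peaks of an antibody were found in both conditions. Of the control H3K27ac peaks 59.9% (95% interval 59.4 to 60.4) overlapped a butyrate H3K27ac peak, and 68.1% (67.6 to 68.6) of the butyrate peaks overlapped a control peak. For H3K9ac the shares were 32.9% of control peaks (31.5 to 34.3) and 31.1% of butyrate peaks (29.8 to 32.5). For H3K9me3 they were 28.9% (27.1 to 30.9) and 26.4% (24.7 to 28.2). RNA pol II had the lowest, 20.7% of control peaks (18.2 to 23.6) and 11.5% of butyrate peaks (9.94 to 13.2). Random placement gave mean shares from 0.0232% for butyrate RNA pol II to 1.19% for butyrate H3K27ac. The largest shift of any of these shares came from counting peaks at most 500 bp apart, a setting chosen after the data had been seen, which raised the control share of H3K27ac to 70.3%. Other settings moved the shares of RNA pol II and H3K9me3 more.

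In every list the share found in the other condition rose with peak width. Among control H3K27ac peaks it was 26.5% at 200 bp and 93.3% for peaks wider than 500 bp. For control H3K9ac peaks it went from 18.1% (14.9 to 21.9) to 75.2% (66.7 to 82.2), and for control H3K9me3 peaks from 10.9% (8.40 to 14.1) to 78.1% (69.3 to 84.9). For butyrate RNA pol II peaks it went from 4.27% (2.84 to 6.38) to 61.3% (43.8 to 76.3), the latter from 31 peaks. Peaks that paired one to one between the conditions had similar widths. After butyrate 46.1% (45.4 to 46.8) of 19343 H3K27ac pairs were wider, with a median log2 width ratio of -0.01, and 48.7% (46.0 to 51.4) of 1303 H3K9ac pairs. For RNA pol II 56.0% (48.2 to 63.5) of 159 pairs and for H3K9me3 55.2% (51.2 to 59.1) of 596 pairs were wider. The median log2 width ratios of these antibodies were 0.05 and 0.04. Pairs of equal width were counted as not wider. For H3K9ac 635 pairs were wider, 639 narrower and 29 equal.

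**Figure D2:**
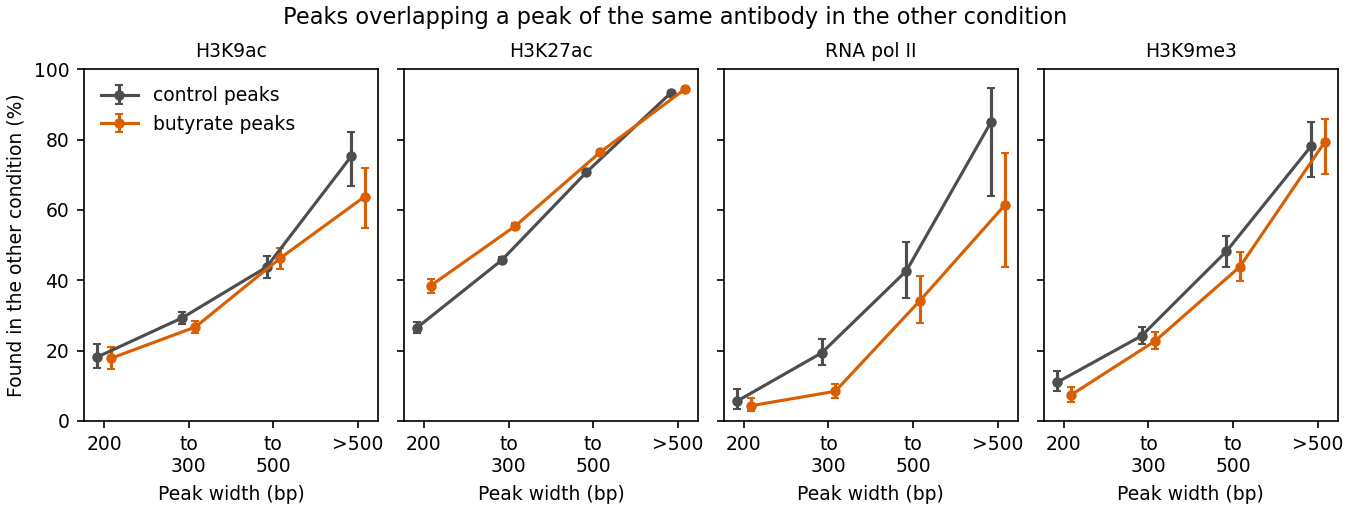
Percent of peaks that overlap a peak of the same antibody in the other condition, by peak width class in bp, for each antibody (grey, control peaks; orange, butyrate peaks; bars, Wilson 95% intervals). The share rises from the 200 bp class to the class wider than 500 bp in all 8 lists, for example from 26.5% to 93.3% for control H3K27ac peaks.

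The lists of different antibodies were then compared within each condition. Of the H3K9ac peaks 86.0% in control and 83.0% after butyrate overlapped an H3K27ac peak, with random shares of 1.08% and 0.95%. RNA pol II peaks overlapped H3K27ac peaks in 31.3% of cases in control and 29% after butyrate (random 0.784% and 0.729%), H3K9me3 peaks in 24.7% and 17.6% (random 0.0817% and 0.0756%), and H3K9ac peaks in 12.2% in both conditions. Of the H3K9me3 peaks 4.82% in control and 3.91% after butyrate overlapped H3K27ac peaks. The overlap of RNA pol II with H3K9me3 was the value that the choice of chromosomes moved most, to 16.0% in control and 10.8% after butyrate on chromosomes 1 to 29 only. On X it was 53.6% (46.3 to 60.7) of 181 control peaks and 50.6% (44.4 to 56.8) of 247 butyrate peaks. All 4 antibodies had a peak in the same condition at 54 regions, of which 20 lay on X.

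Overlap across conditions was also measured. Control H3K9ac peaks overlapped butyrate H3K27ac peaks in 84.9% of cases, close to the 86.0% for control H3K27ac peaks, although 32.9% of them overlapped butyrate H3K9ac peaks.

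**Figure D3:**
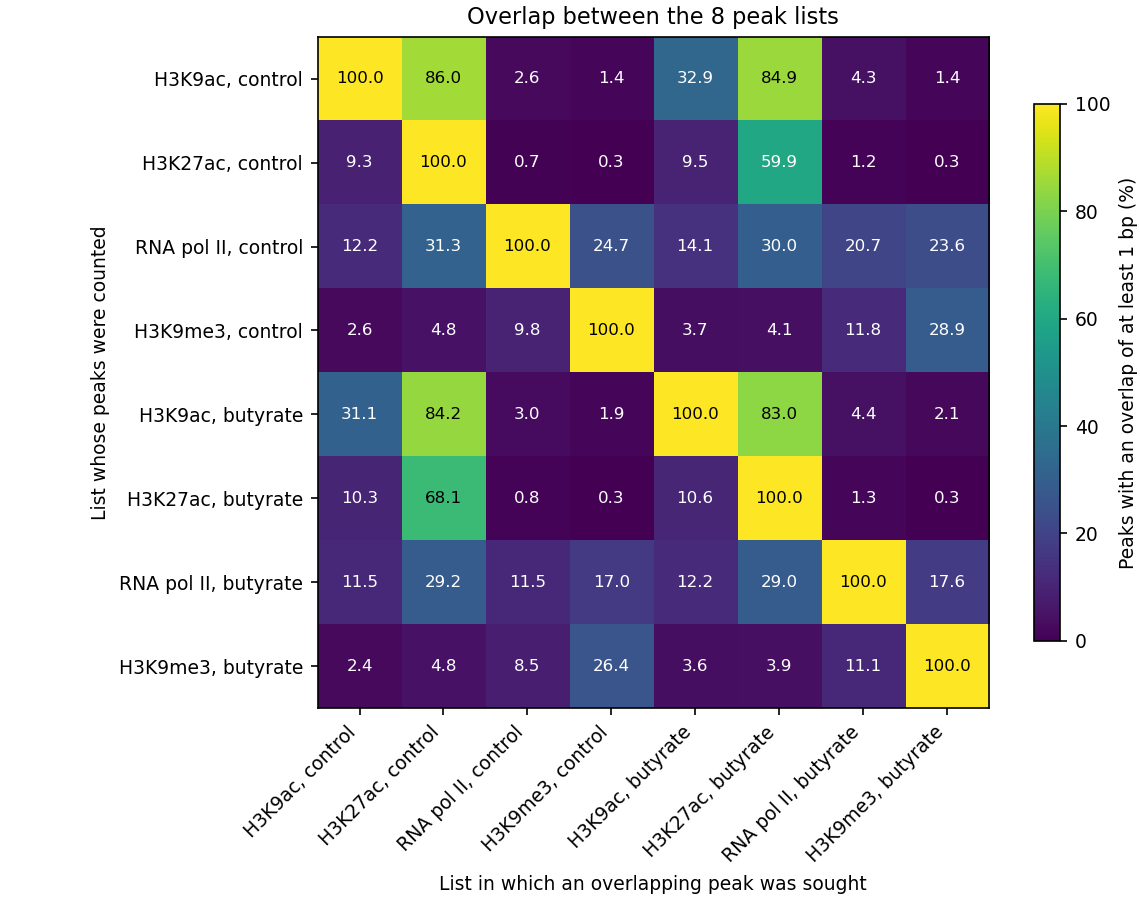
Percent of the peaks of each list (vertical axis) that overlap a peak of each other list (horizontal axis) by at least 1 bp, with the value in each cell. Both H3K9ac lists overlap the H3K27ac lists of either condition in over 80% of their peaks, and RNA pol II overlaps H3K9me3 in 24.7% of peaks in control and 17.6% after butyrate.

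The antibodies differed in where along the genome their peaks lay. Among chromosomes 1 to 29 and X, chromosome 19 had the most H3K27ac peaks per Mb, 36.2 in control and 31.1 after butyrate, and X the fewest, 4.07 and 3.13. The H3K9ac lists had the same densest and sparsest chromosomes. For H3K9me3 and RNA pol II, in contrast, X was the densest of these chromosomes. It held 30.8% (28.9 to 32.8) of control H3K9me3 peaks and 29.2% (27.4 to 31.0) of butyrate H3K9me3 peaks, at 4.64 and 4.76 peaks per Mb against medians of 0.634 and 0.651 over chromosomes 1 to 29. Of the RNA pol II peaks 21.0% (18.4 to 23.8) in control and 16.6% (14.8 to 18.5) after butyrate were on X.

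On X the H3K9me3 peaks were concentrated between 35000001 and 40000000, which makes 3.36% of the span of X. Among consecutive windows of 5 Mb counted from the start of X, this window held the most control H3K9me3 peaks. It held 28.8% (25.5 to 32.3) of the control and 27.4% (24.2 to 30.8) of the butyrate H3K9me3 peaks of X, and 26.5% (20.6 to 33.4) and 26.3% (21.2 to 32.1) of the RNA pol II peaks of X. For H3K27ac the window held 4.96% (3.50 to 6.99) and 5.58% (3.84 to 8.05) of the peaks of X, with lower limits just above the share of the span. For H3K9ac it held 5.41% (1.50 to 17.7) of 37 control peaks and 9.72% (4.79 to 18.7) of 72 butyrate peaks of X. The window was chosen after the data had been seen. Most H3K9me3 and RNA pol II peaks of X lay outside it, and other parts of X also held many peaks of both. For example, the Mb that ends at 57 Mb held 30 control H3K9me3 and 12 control RNA pol II peaks. The Mb that ends at 65 Mb held 31 and 9.

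**Figure D4:**
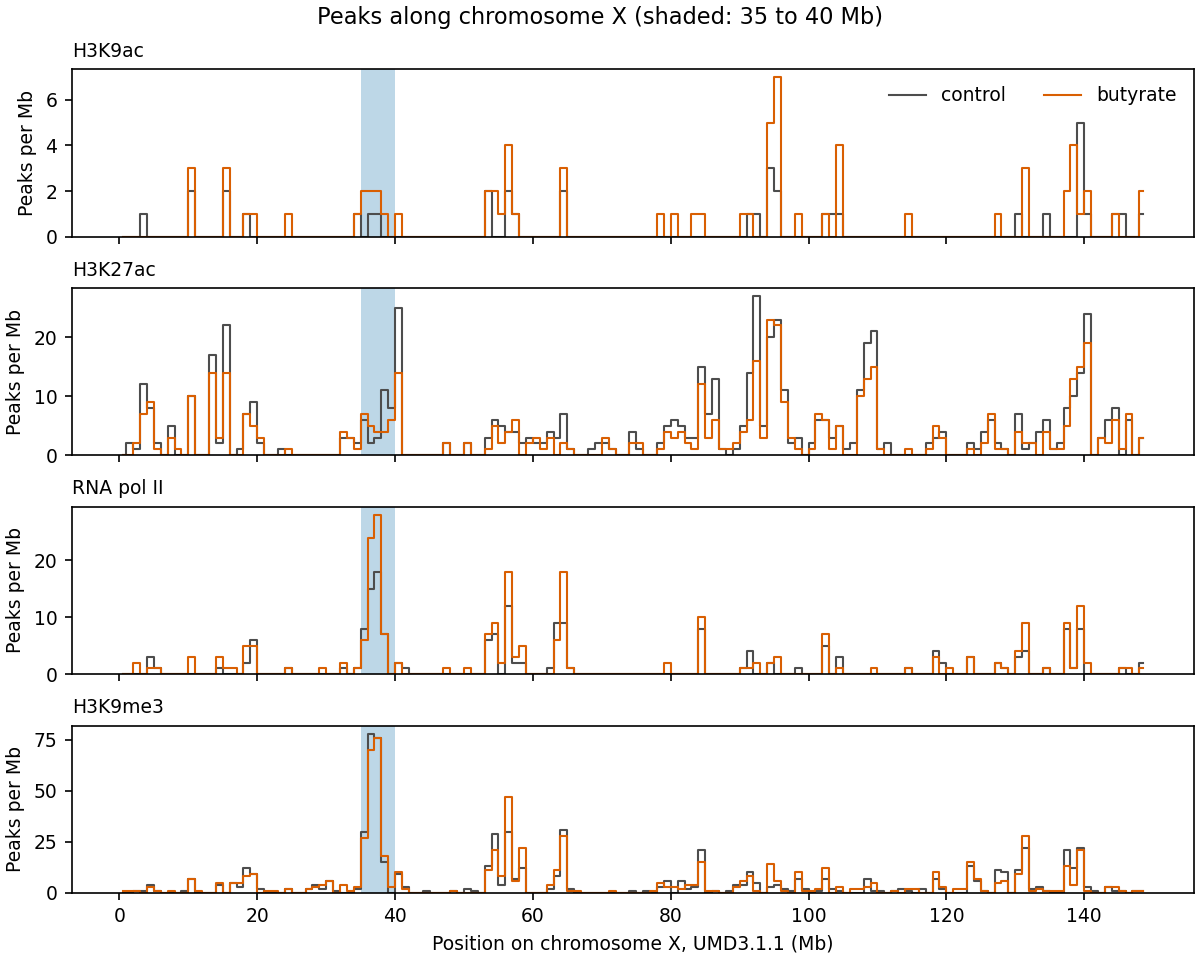
Peaks per Mb along chromosome X of UMD3.1.1 for each antibody, with the position in Mb on the horizontal axis (grey, control; orange, butyrate; shaded, the window of 5 Mb). H3K9me3 and RNA pol II have their highest values in the shaded window, which holds 28.8% and 26.5% of their control peaks on X, and H3K27ac does not, with 4.96%.

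The widest peaks present in one condition only ranged from 544 to 1125 bp over the 16 that were named, 2 per list. The widest H3K27ac peak of control alone lay at chromosome 11, 104144890 to 104146014 (1125 bp), and the widest of butyrate alone at chromosome 16, 47553455 to 47554542 (1088 bp), where the nearest control peak was 137 bp away. For H3K9ac these were chromosome 14, 26513162 to 26513916 (755 bp) in control and chromosome 16, 53325163 to 53325838 (676 bp) after butyrate, both under H3K27ac peaks of either condition. For RNA pol II they were chromosome 14, 72581579 to 72582264 (686 bp) in control and X, 36566414 to 36567123 (710 bp) after butyrate, both under H3K9me3 peaks of either condition. For H3K9me3 they were X, 137797051 to 137797944 (894 bp) in control, under a control RNA pol II peak, and chromosome 29, 30358759 to 30359703 (945 bp) after butyrate. The control RNA pol II peak on chromosome 14 also lay under H3K27ac peaks of either condition and a butyrate H3K9ac peak. Its nearest butyrate RNA pol II peak was 257 bp away. The control H3K9ac peak on chromosome 14 had a butyrate H3K9ac peak 621 bp away. Of the 16 peaks, 11 lay under a peak of another antibody, and 5 were within 1 kb of a peak of the same antibody in the other condition. Whether these peaks lie in genes was not analysed here.

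The widest peak of a list was on MT in 6 of the 8 lists. The exceptions were control H3K9ac, with a peak of 1030 bp at chromosome 10, 21812284 to 21813313, and control H3K27ac, with a peak of 2655 bp at chromosome 23, 7235728 to 7238382. On MT the base pairs under peaks were higher after butyrate for each of the 4 antibodies. They went from 773 to 7416 bp for H3K9ac, from 0 to 9449 bp for H3K27ac, from 13542 to 15754 bp for RNA pol II and from 8194 to 13552 bp for H3K9me3, where the last position under any peak was 16094. With 4 antibodies the smallest p-value an exact two-sided sign test allows is 0.125. Both libraries of lane 1, control H3K9ac and control H3K27ac, had the lowest values. Without MT the log2 coverage ratios were 0.05 for H3K9ac, -0.15 for H3K27ac, 0.78 for RNA pol II and 0.12 for H3K9me3.

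**Figure D5:**
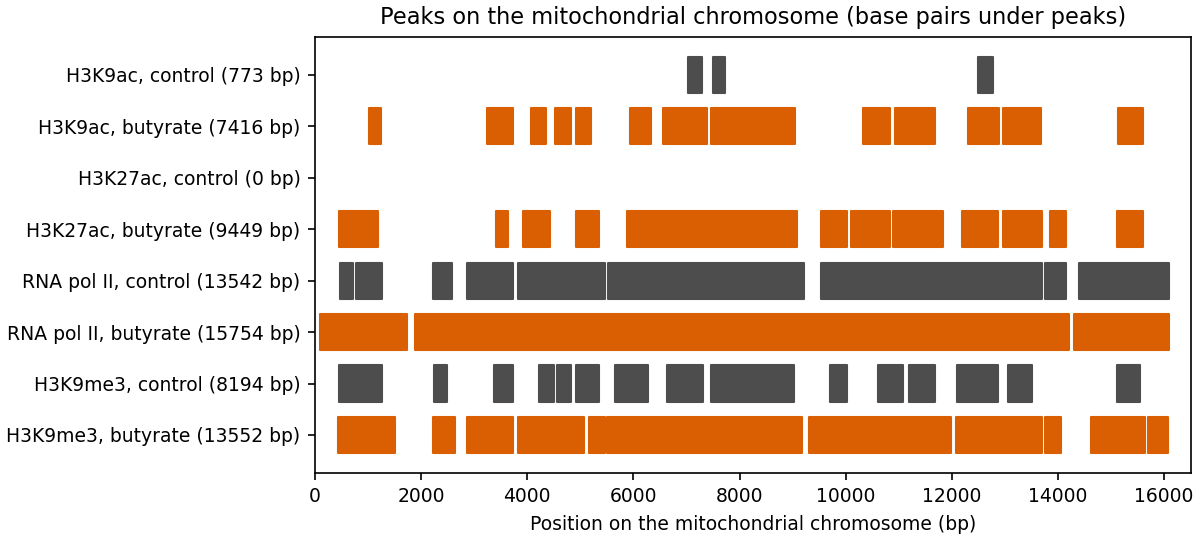
Peaks along the mitochondrial chromosome (position in bp on the horizontal axis) in each of the 8 lists, with the base pairs under peaks beside each name (grey, control; orange, butyrate). Butyrate lists cover more than the control list of the same antibody, from 773 to 7416 bp for H3K9ac and from 13542 to 15754 bp for RNA pol II.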

Values the study reported

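Over its 38 epigenomic data sets the study counted 1,624,657 peaks, which made a mean of 42,754 per data set. The smallest list had 738 peaks and came from RNA pol II in rumen tissue before weaning, and the largest had 187,475 peaks and came from H3K27ac in MDBK cells treated with butyrate. Peaks covered a mean of 1.31% of the genome, with a minimum of 0.01% (RNA pol II, rumen tissue) and a maximum of 11.87% (H3K27me3, butyrate-treated rumen epithelial cells). The cultured cells generally gave more peaks than the tissue itself. The input of the rumen tissue experiments was given as 3,247,857 clean reads, described as paired-end. In rumen epithelial cells the share of the genome under H3K27ac peaks went down after butyrate, and 934 genes rose and 332 fell after butyrate. In rumen tissue treated with butyrate, 453 of these 934 genes were reported to gain at least one of H3K9ac, H3K27ac and RNA pol II, and 179 of the 332 were reported to lose at least one of them.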

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

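All tests in this part were chosen after the results had been seen, except the ratio of H3K27ac peak numbers, which was planned. The H3K27ac coverage ratio without the mitochondrial chromosome was also a planned value, but its use as a test of the mitochondrial peaks was not planned.

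The mitochondrial chromosome, which belongs to no planned comparison, had more base pairs under peaks after butyrate than in control for every antibody, 7416 bp for H3K9ac, 9449 bp for H3K27ac, 15754 bp for RNA pol II and 13552 bp for H3K9me3. Mitochondrial DNA carries no histones, so peaks there are not a measure of the marks. For H3K27ac, calling more peaks in general is not the cause in these libraries, since the coverage of the other chromosomes was lower after butyrate, with a log2 ratio of -0.15. A lane effect could not be told apart from the condition. The libraries of lane 1 covered 773 and 0 bp and were both controls, and on lane 3, where RNA pol II had both its libraries, the rise was 2212 bp in a list that already covered 13542 of 16094 bp in control. This leaves little room for a rise, so the test has little reach. A higher share of mitochondrial DNA in the immunoprecipitated material, from the tissue sample or from background carried through the immunoprecipitation, stays open and was not tested, because it needs reads. More copies of mitochondrial DNA after butyrate stay open in the same way. Copies of mitochondrial sequence in the nuclear genome, which take part of such reads as not unique, were not examined either.

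H3K27ac was the antibody whose peak number fell after butyrate, with a log2 ratio of -0.18, while the other 3 rose, and the difference between antibodies was not tested. The number of H3K27ac peaks wider than 500 bp also changed, by -7.39%. That does not say that wide peaks were lost, since a peak that becomes narrower leaves the class. Of the fall in number, 27.2% was in peaks at 200 bp, which made up 9.01% of the control list, and 11% in peaks wider than 500 bp, which made up 17.2%. Peaks found in control only outnumbered those found after butyrate only by 4461, and 1.97% of this excess was in peaks wider than 500 bp. That value decides nothing, since peaks of one condition only are mostly narrow, with 2.85% of those of control and 3.21% of those of butyrate wider than 500 bp. A lower depth or a weaker immunoprecipitation of the butyrate library could give a fall of this kind and stays open. No correction for depth was made, and for H3K27ac the lane and the condition cannot be told apart. A lower number of weakly acetylated regions after butyrate stays open and was not tested.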

How the results depend on the processing

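The settings at most 500 bp apart, the first 50% of each list in file order and chromosomes 1 to 29 only were chosen after the data had been seen, and the others before. No paired analysis was possible because each group held 1 library. The share of peaks near transcription start sites and the genes gaining or losing peaks were not run under any setting, since no gene positions of UMD3.1.1 were used here.

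Peak number and coverage ratios kept their direction under all 5 settings and for all 4 antibodies, which says nothing about the spread between animals or libraries. For H3K27ac, the log2 ratio of peak numbers left its counting interval (-0.20 to -0.16) with peaks at or above the median width (-0.11) and, narrowly, with merging within 1 kb (-0.204), and the coverage ratio went to -0.107 with peaks at or above the median width. The causes were not tested. The other values stayed within their intervals. The log2 ratio of peak numbers ranged from 0.06 to 0.07 for H3K9ac, from -0.20 to -0.11 for H3K27ac, from 0.70 to 0.88 for RNA pol II and from 0.11 to 0.15 for H3K9me3. Width replaced the score, so a stricter cutoff in terms of enrichment was not tested.

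Of 72 values for shares found in the other condition, 41 left the interval of the reported value. Because the intervals are narrow, this was the case for small shifts also. The causes were not tested beyond what a setting does by construction.

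With peaks at or above the median width, control and butyrate shares became 28.7% and 27.2% for H3K9ac, 24.7% and 14.2% for RNA pol II, and 33.1% and 29.4% for H3K9me3, and the butyrate share of H3K27ac became 65.2%. With an overlap of 50% of the shorter peak they were 30.1% and 28.6% for H3K9ac, 56.9% and 64.7% for H3K27ac, and 26.7% and 24.3% for H3K9me3. With merging within 1 kb, H3K27ac had 61.6% and 71.0%. Without the common regions, RNA pol II had 15.8% and 8.69%. With equal numbers of the widest peaks, H3K27ac had 64.0% and 64.9%, and RNA pol II 17.6% and 16.6%. The near equality of the directions under equal numbers follows from the setting itself, since an overlap counts in both lists.

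At most 500 bp apart, the shares were 38.7% and 36.5% for H3K9ac, 70.3% and 78.2% for H3K27ac, 24.0% and 13.4% for RNA pol II, and 33.5% and 30.7% for H3K9me3. In the first 50% of each list in file order, they were 30.7% and 29.1% for H3K9ac, 55.4% and 63.1% for H3K27ac, 16.9% and 8.98% for RNA pol II, and 22.9% and 21.0% for H3K9me3. On chromosomes 1 to 29 only, RNA pol II had 15.3% and 8.29%, and H3K9me3 23.2% and 20.4%.

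Of 36 values for overlap between antibodies, 18 left the interval. With an overlap of 50% of the shorter peak, H3K9ac in H3K27ac was 83.3% in control and 80.3% after butyrate, and after butyrate RNA pol II in H3K9ac was 10.5% and in H3K9me3 15.6%. Without the common regions, control and butyrate values were 8.57% and 9.60% for RNA pol II in H3K9ac, 1.05% and 1.56% for H3K9me3 in H3K9ac, 3.39% and 1.82% for H3K9me3 in H3K27ac, and 19.9% and 14.6% for RNA pol II in H3K9me3. On chromosomes 1 to 29 only, RNA pol II in H3K27ac was 35.2% and 32.1%, RNA pol II in H3K9me3 16.0% and 10.8%, and after butyrate H3K9me3 in H3K9ac was 2.75% and in H3K27ac 2.69%.

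The RNA pol II lists are short, and without a correction for depth every comparison of numbers is limited.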

Other observations

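All tests in this part were chosen after the results had been seen, except the odds ratio for H3K9ac with H3K27ac and the width of RNA pol II peaks outside the other lists, which were written down before their values were seen.

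The lists analysed here had a mean of 10786 peaks. That is lower than the value quoted from the study above. The mean of the study also covers other targets than those here, and cultured cells, for which it described more peaks than for rumen tissue. The mean coverage of the 8 lists was 0.142% of the span of the chromosomes. That is lower than the value quoted from the study above. The study value is a percent of the genome. Its mean also covers cultured cells and other targets, among them H3K27me3, which gave its maximum.

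The share of H3K9ac peaks found in the other condition was 32.9% in control and 31.1% after butyrate, yet the regions themselves mostly kept acetylation calls. Of the 2762 H3K9ac peaks of control alone, 73.1% (71.5 to 74.8) lay under H3K27ac peaks of both conditions, and of the 2989 of butyrate alone 69.5% (67.8 to 71.1). A loss of the calls of both acetylations at most of these regions is not what the lists show. Of the H3K9ac peaks of control alone, 7.78% lay under an H3K27ac peak of control and none of butyrate. For control H3K9ac peaks found in both conditions this share was lower, 2.81%, and 93.6% lay under H3K27ac peaks of both. A weaker acetylation under a call that was kept cannot be seen in lists without scores. Many H3K9ac peaks of one condition may be calls near the detection limit in regions acetylated in both. The kept H3K27ac calls and the rise of the found share with width would allow this. This is a hypothesis, since width stands in for strength and no reads were examined. Where both marks changed, 396 of 781 regions (50.7%) changed in the same direction, with an odds ratio of 1.10 (0.828 to 1.46). The interval includes no relation and a moderate one, so whether the calls of the marks change together was not decided, and regions are not independent replicates.

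RNA pol II and H3K9me3 are commonly taken as marks of opposite activity, yet their peaks overlapped both on X and elsewhere, in control in 53.6% of RNA pol II peaks on X and 16.0% on chromosomes 1 to 29. The study reported that its chromatin state of accessible DNA alone was enriched for both targets in rumen tissues. It also reported that this state was enriched for CpG islands and satellite DNA. Whether the overlapping peaks lie in that state was not examined here. RNA pol II and H3K9me3 peaks were both dense in one window of X, and other parts of X also held peaks of both. There, 32 of 48 control RNA pol II peaks (66.7%, 52.5 to 78.3) and 42 of 65 butyrate RNA pol II peaks (64.6%, 52.5 to 75.1) overlapped H3K9me3 peaks of the same condition. Whether an H3K9me3 domain alone lies behind the window was not decided, since the 26.5% of control RNA pol II peaks of X found there, in 3.36% of its span, is part of the pattern itself. A sequence called with any antibody was tested first by the share of control H3K27ac peaks of X in the window, 4.96%, which left the question open, as did the 9.72% (4.79 to 18.7) of butyrate H3K9ac, both above the share of the span, and then by overlap. Of the control H3K9me3 peaks there 9.55% (6.20 to 14.4) lay under an acetylation peak of either condition. Of the RNA pol II peaks there 18.8% in control and 18.5% after butyrate did, so most were not called with every antibody. The 9.55% has little reach beyond that, since only 15.6% of the same control H3K9me3 peaks lay under a control RNA pol II peak. A repeated sequence that stands out in libraries with little enrichment could still give the pattern and was not tested. Presence of both targets in the window stays open as a biological explanation.

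RNA pol II peaks without any other peak were seldom found again. They made up 50.3% of the control and 56.8% of the butyrate list, and 6.91% (4.88 to 9.70) and 3.78% (2.69 to 5.28) of them were found in the other condition. Of the RNA pol II peaks under both an acetylation and an H3K9me3 peak, 76.5% (65.1 to 85.0) in control and 72.1% (61.8 to 80.5) after butyrate were. Regions with peaks of all 4 antibodies held 58 control and 54 butyrate RNA pol II peaks. They were not separated from this class, so a contribution of the shared input to its recovery is not excluded. Without these regions the found shares of the whole RNA pol II lists fell from 20.7% to 15.8% in control and from 11.5% to 8.69% after butyrate. Recovery was also low for RNA pol II peaks under acetylation peaks alone, at 19.4% (14.7 to 25.2) and 9.14% (6.64 to 12.4). It was 37.9% (30.4 to 46.0) and 23.9% (18.2 to 30.7) for those under H3K9me3 peaks alone. The peaks without any other had a median width of 211 bp in control and 210 bp after butyrate, against 246 and 234 bp for the rest, and 41.9% of those of butyrate were at the minimum width, against 24.8% of the rest. Calls near the detection limit may account for many of them. The number of these peaks went from 434 in control to 847 after butyrate, a difference of 413 peaks out of the 629 by which the RNA pol II list grew, a ratio of 1.95. Those under acetylation peaks alone went from 216 to 383, a ratio of 1.77. After butyrate this class was also narrow, with a median of 222 bp and 33.7% at the minimum width. Calls near the detection limit may account for many peaks of this class also. Those under H3K9me3 peaks alone went from 145 to 176, a ratio of 1.21, and those under both from 68 to 86, a ratio of 1.26. A gain of binding at sites without the other marks stays open and was not tested.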
